A study of Drosophila melanogaster with 18 samples. Its data were reported in "Thermosensitive alternative splicing senses and mediates temperature adaptation in Drosophila" (2019).

How the data were processed

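Heads of wild-type Canton-S *Drosophila melanogaster* kept at 1 of 3 temperatures (18°C, 25°C, 29°C) were sampled at 6 circadian times (ZT3, ZT7, ZT11, ZT15, ZT19 and ZT23, in hours after lights on), and polyadenylated RNA was sequenced from its 3′ ends (3′ RNA-seq, also called digital gene expression). Each temperature and time point is represented by 1 library, 18 in all, so the 6 time points of a temperature served as its replicates. Groups were taken from the temperature given in the sample labels. The fifth time point is called 18 h in the sample titles and 19 h in the descriptions and in the column names. ZT19 was used throughout and ZT18 was run as an alternative.

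The authors deposited a single table with 1 value per annotated transcript and library, in the unit called signal here: read numbers that they had divided by 1 constant per library. The aligner, the counting rule and the way the constants were obtained are not stated for the deposited values, although median-of-ratios factors computed on them lie between 0.983 and 1.02. For its circadian analysis the study describes scaling by library size followed by division by each replicate's maximum. The deposited values are not on that scale, since the column sums differ between libraries and the values far exceed a maximum-scaled range. The study names the dm3 genome build for its total RNA reads, and the chromosome names in the table are those of dm3, so all positions below are dm3 positions as the table gives them, counted from 1 and covering the whole transcript. In each library the most frequent nonzero value was taken as the worth of 1 read. Between 97.4% and 98.1% of the nonzero values of a library were whole multiples of it and the rest were fractions, so the values were not treated as whole reads. Negative-binomial count tests had been chosen before the data were examined. They were not run, because the values are a scaled signal, and limma on log2 values was used in their place. The sum of a library's values divided by the worth of 1 read gives an estimate of its reads, from 1.24 to 6.62 M (median 3.11 M). The smallest signal treated as detected was 3 reads, which corresponds to values from 1.54 to 7.36 depending on the library. Floors and Poisson intervals cover counting error only, since reads copied in the amplification step are not independent molecules.

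The table has 29561 rows, of which 667 carry no values. Transcripts of a gene that share a 3′ end carry the same values, so identical rows of a gene were counted once, which left 17729 rows. A further 1240 rows that differed from another row of the same gene by under 10% were merged with it, leaving 16489, of which 13789 had a value above 0. The design fixed before the data were examined named the rows as deposited. Merging was chosen after the repeats were seen. The counts with all repeats kept are also given for the temperature and rhythm tests, but not for 3′ end use. Rows with a value of at least 10 in at least 6 of the 18 libraries were tested: 8846 rows of 8200 genes. Among these, 140 rows have the same values as a row of another gene, and none of the genes named below is among them. Rows without a position (836) were named through the RefSeq gene table where possible (4 rows) or by having the values of a named row (380 rows). The gene annotation supplied for the organism is of a later build. On chromosome arms 2R and 3R, 0% of the genes named in both overlapped between the builds, so it was not used for positions.

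Values were transformed to log2(value + 1). Fold changes are on that scale, which understates changes of rows with low values. Differences between temperatures were tested with limma (version 3.58.1 in R 4.3.3, linear model with 3 temperature means, empirical Bayes with an intensity trend), and p-values were adjusted by the Benjamini-Hochberg method over all tested rows, with a threshold of 0.05. Rhythms were tested in limma with a cosine and a sine of 24 h period for each temperature, an F-test of both terms, a model with 1 rhythm common to the 3 temperatures, and a test of the 4 terms by which the rhythms of the temperatures differ. A second test correlated the ranks of the 6 values with cosines of 12 phases, exactly over all orders of the time points (a JTK-type test, phases in steps of 2 h). It cannot give a p-value below 0.0167 for 6 untied values. The use of alternative 3′ ends was tested with the diffSplice function of limma in 497 genes with at least 2 tested rows. Gene sets (ribosomal proteins, protein folding, cuticle) were lists of gene symbols fixed before the data were examined, tested with limma's camera and by an exact permutation of the mean of the set.

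Single values were compared by exact permutation tests, two-sided, over the 924 arrangements of 6 against 6 libraries, whose smallest p is 0.00216. Differences paired by time point used the 64 exchanges of a pair of temperatures within time points, with a smallest p of 0.0312. The list of clock genes (*tim*, *per*, *Clk*, *cyc*, *cry*, *vri*, *Pdp1*, *cwo*) was fixed before the data were examined, with the highest row of each gene. So was the rule for genes named in the text: all rows of *tim* and the clock genes; per contrast the 3 largest rises and 3 largest falls among rows past the threshold with a mean of at least 20 and the same direction at all 6 time points; per temperature the 5 rows with the lowest rhythm p; and the 5 genes with the lowest p for 3′ end use. The yolk protein and *roX* genes were chosen after the data were seen. Other computations used python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

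The tests were tried on simulated values with the depth of the real libraries. Reads were drawn from a negative binomial with the same dispersion for every row, independently between rows and libraries. The real values need not follow this, so the shares below hold for such simulated values only. Of 197 rows changed 2-fold, the temperature test recovered 79.7%. Of 198 rows given a 4-fold rhythm at 1 temperature, 66.2% were recovered at that temperature with a median phase error of 0.594 h, and 21.2% by the test of a difference in rhythm. A 2-fold rhythm shared by the temperatures was recovered in 49.2% of 199 rows, and a shift between 3′ ends in 47.9% of 96 genes. With no change put in, 0 rows were called by the temperature test and 0 by the rhythm test at 29°C. With changes put in, false calls made up 2.48% of the calls of the temperature test, 7.09% for the rhythm at 1 temperature, 6.67% for a difference in rhythm, 9.26% for a shared rhythm and 2.13% for 3′ end use.

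Alternatives tried were the time point as a block, other scalings (library size only, median-of-ratios size factors), other filters and pseudocounts (0.25 and 5), library weights, rows summed by gene, other thresholds, fits to fewer libraries, leaving out each time point, and ZT18 for the fifth time point. No library was left out of the main results.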

Results

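Gene expression in fly heads was measured by 3′ RNA-seq at 6 circadian times in flies kept at 3 temperatures (18°C, 25°C, 29°C; 6 libraries per temperature, 1 per time point). The estimated depth, in M reads, was 3.27 ± 0.50 for 18°C, 2.92 ± 1.05 for 25°C and 3.99 ± 1.57 for 29°C (mean ± SD, n = 6). The smallest library was that of 25°C at ZT15, with 1.24 M reads, and the largest that of 29°C at ZT23, with 6.62 M. Depth did not differ between 29°C and 18°C (exact permutation p = 0.342, two-sided; 0.385 after Benjamini-Hochberg adjustment over 9 tests of library properties). The share of the total signal taken by the yolk protein genes *Yp1*, *Yp2* and *Yp3* did differ. It was 14.2% ± 3.9 at 18°C, 7.46% ± 1.39 at 25°C and 4.19% ± 0.95 at 29°C (exact permutation p = 0.00216 for 18°C against 25°C and 0.00433 for 29°C against 25°C; adjusted 0.00487 and 0.00649).

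To ask how temperature changes expression irrespective of the time of day, the 3 temperatures were compared over the 6 time points. Of 8846 tested 3′ end rows, 959 differed between 18°C and 25°C at an adjusted limma p under 0.05 (591 higher and 368 lower at 18°C), 182 differed between 29°C and 25°C (72 higher and 110 lower at 29°C), and 2044 differed between 29°C and 18°C (928 higher and 1116 lower at 29°C). Changes of over 2-fold were found in 198, 41 and 676 of these rows. The largest change in number came from keeping every repeated row of the deposited table, which gave 2044, 332 and 4263 rows. Scaling by library size alone changed the balance of directions. It gave 308 higher of 1198 rows for 18°C against 25°C, 131 of 228 for 29°C against 25°C and 1651 of 2390 for 29°C against 18°C, where the deposited scaling gave 61.6%, 39.6% and 45.4% higher. Relative to the deposited scaling, library size alone shifted the median log2 change of all rows by -0.17, 0.02 and 0.18 in these contrasts. Median-of-ratios factors, which differed little from the deposited constants (ratios of 0.983 to 1.02), kept the balance, with 570 higher of 967, 72 of 217 and 913 of 2045. Of the rows called for both 18°C and 29°C against 25°C (111), 106 changed in opposite directions at the 2 temperatures. The mean at 25°C lay between those at 18°C and 29°C for 91.8% of the rows that differed between 29°C and 18°C. These rows were chosen for a gap between 18°C and 29°C, so this share does not by itself show a graded response. The first principal component of the log2 values carried 20.2% of the variance, the next 10.8%. The second component set a single library apart, 25°C at ZT15, with a score of 71.2 against -24.5 to 7.11 for the others. Without ZT15, 49 rows differed between 29°C and 25°C.

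**Figure D1:**
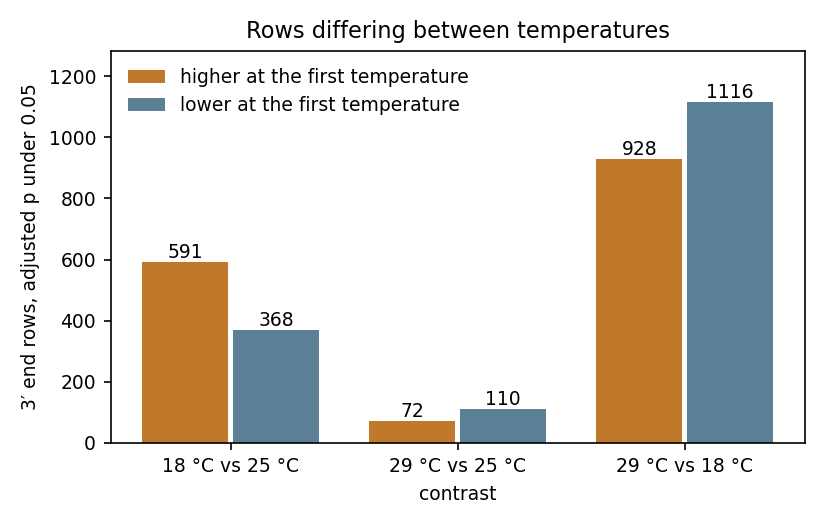
Number of 3′ end rows (vertical axis) with an adjusted limma p under 0.05 in each contrast (horizontal axis), out of 8846 tested; bars to the left count rows higher at the temperature named first and bars to the right rows lower there. The contrast of 29°C against 18°C has the most rows (928 and 1116) and that of 29°C against 25°C the fewest (72 and 110).

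The genes named here had the largest changes among rows with the same direction at all 6 time points. Between 18°C and 25°C, *fit* (3R, 17709646 to 17710176) rose the most, from 303.0 ± 124.6 at 25°C to 2457 ± 1226 at 18°C (mean signal ± SD, n = 6; log2 change 2.94 ± 0.34 SE, limma, adjusted p = 6.7e-07). *Obp99a* (3R, 25497379 to 25498056) and *Lsp2* (3L, 12122493 to 12124796) followed, with log2 changes of 2.70 and 2.63. *CG9377* (2L, 13359901 to 13361565) fell the most, from 75.05 ± 51.27 to 8.90 ± 8.20 (log2 change -3.09 ± 0.45 SE, limma, adjusted p = 1.7e-05), ahead of *CG8147* (3R, log2 change -2.94) and *CG9757* (3R, log2 change -2.68). Between 29°C and 25°C, *CG18673* (3R, 27088320 to 27089600) rose from 5.33 ± 6.48 to 69.0 ± 54.1 (log2 change 3.88 ± 0.72 SE, limma, adjusted p = 0.00352), although 3 of the 6 libraries at 25°C were at or under the floor of 3 reads. *CG34456* (3L) and *Lsp1beta* (2L) rose by 1.65 and 1.61 on the log2 scale. The adjusted limma p of *CG34456* was 0.0375, and between 0.0615 and 0.186 in the 6 alternatives under which it did not pass. *CG7214* (2L, 7743682 to 7744839) fell from 1850 ± 430 at 25°C to 378 ± 251 at 29°C (log2 change -2.59 ± 0.30 SE, limma, adjusted p = 1.9e-05). *CG13044* (3L) and *Cda4* (X) fell by 2.14 and 1.91 on the log2 scale.

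The widest differences were between 29°C and 18°C. *CG7214* had a mean signal of 9970 ± 1383 at 18°C, which at 29°C was lower by 5.04 on the log2 scale (limma, adjusted p = 1.0e-12). *CG11459* (3R) and *CG13063* (3L) fell by 4.16 and 3.93 on the log2 scale. *CG18673* was listed at 0 in all 6 libraries at 18°C and was at least 20.2-fold higher at 29°C, taking 3 reads as the floor at 18°C. *CG9377* rose by 4.01 on the log2 scale from 18°C to 29°C, and *Cpr72Ec* (3L, 16358994 to 16360440) by 3.47, from 215 ± 74 to 2502 ± 1147 (limma, adjusted p = 7.6e-09).

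Whether genes for ribosomal proteins and protein folding rise at 29°C, and genes for the cuticle at 18°C, was asked with sets fixed beforehand. The mean log2 signal of 86 ribosomal protein rows was 0.21 higher at 29°C than at 25°C (exact permutation p = 0.0216, two-sided; 0.0325 adjusted over 3 sets; limma camera p = 2.0e-19), with 83 of 86 rows higher and the set higher at all 6 time points. Only 7 of these rows passed the threshold singly. Without ZT15 or without ZT19, the exact permutation p of this set was 0.0794. In each set, camera used its preset correlation between rows and not one estimated from these values. The camera p-values therefore do not measure the spread between libraries, which the permutation does. The 37 protein folding rows were 0.28 higher at 29°C than at 25°C (exact permutation p = 0.00216, adjusted 0.00649; camera p = 4.8e-06), at all 6 time points, with 29 rows higher. The 36 cuticle rows were 0.48 higher in the 18°C libraries than in those of 25°C (exact permutation p = 0.0455, adjusted 0.0455; camera p = 1.5e-05), at 5 of the 6 time points. This last difference depended most on the scaling, and was 0.31 with library size alone (exact permutation p = 0.232).

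The *tim* gene was examined because its isoforms are reported to depend on temperature. The table separates 2 groups of *tim* 3′ ends on chromosome 2L, on the minus strand. The end of the longer transcripts (3493986 to 3508119) does not separate *tim-L*, *tim-M* and *tim-cold* and is called *tim-L/M/cold*. *tim-sc*, a short isoform that ends at a cleavage and polyadenylation site within an intron, covers 3501048 to 3507604. The *tim-sc* signal was 46.5 ± 35.8 at 18°C, 5.08 ± 4.93 at 25°C and 0.418 ± 0.663 at 29°C (n = 6). At all 6 time points it was higher at 18°C than in the 25°C library (log2 change 3.04, 8.21-fold; exact permutation p = 0.00649, two-sided, 0.026 adjusted over the 4 *tim* tests; limma, adjusted p = 0.00426). At 29°C all 6 libraries were at or under the floor of 3 reads, 4 of them at 0. *tim-sc* at 18°C was at least 17.2-fold above that floor, and at 25°C at least 1.88-fold. The fall from 25°C to 29°C was not firm. The log2 change was -1.71 with an exact permutation p of 0.0303, which became 0.0606 after adjustment (limma, adjusted p = 0.247), and *tim-sc* was lower at 5 of 6 time points. At 25°C itself, 3 of the 6 libraries were at or under the floor. Changing the pseudocount to 0.25 moved the 2 changes most, to 3.55 and -2.68.

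Relative to all *tim* reads, *tim-sc* made up 16.2% ± 5.8 at 18°C, 1.77% ± 1.33 at 25°C and 0.1292% ± 0.2003 at 29°C (n = 6). Exact permutation tests gave p = 0.00216 for 18°C against 25°C, 0.0173 for 29°C against 25°C and 0.00216 for 29°C against 18°C (adjusted over 3 tests: 0.00325, 0.0173 and 0.00325). These tests do not pair the libraries by time point. Exchanging the temperatures within time points gave an exact permutation p of 0.0625 for 29°C against 25°C, which did not pass. In contrast, *tim-L/M/cold* did not differ in its daily mean. Its signal was 223 ± 140 at 18°C, 298 ± 181 at 25°C and 308 ± 130 at 29°C (exact permutation p = 0.561 for 18°C and 0.693 for 29°C, each against 25°C; both 0.693 when adjusted).

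**Figure D2:**
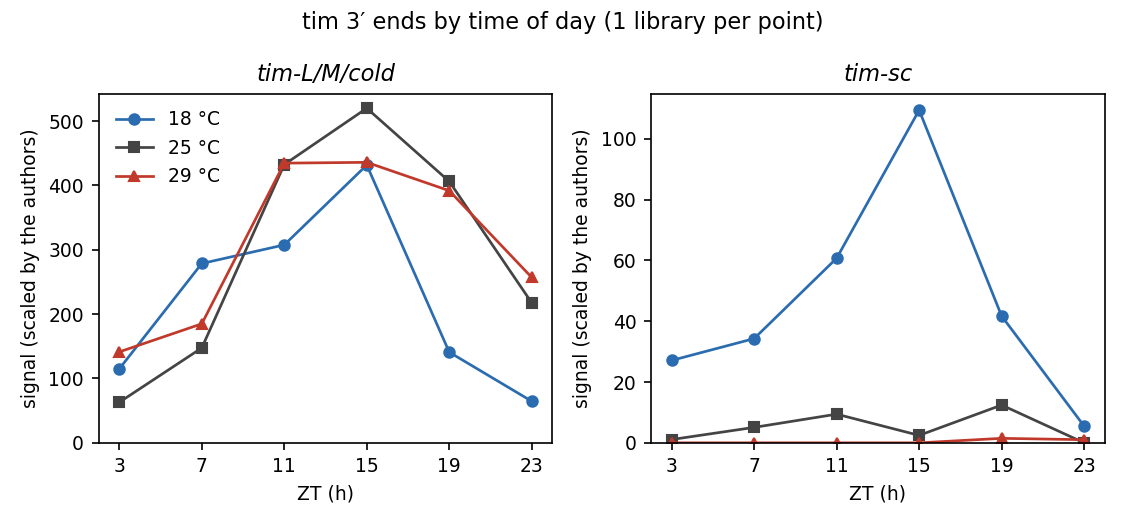
Signal of *tim-L/M/cold* (left) and *tim-sc* (right) on the vertical axes against circadian time in hours at 18°C (circles), 25°C (squares) and 29°C (triangles), 1 library per point. *tim-sc* at 18°C runs from 5.498 at ZT23 to 109 at ZT15, while at 25°C it does not exceed 12.4 and at 29°C 1.48.

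The levels of the 8 clock genes were then compared between temperatures. None of the 24 comparisons passed after adjustment over the list, nor in the limma fit of the 3 temperature means over all rows, which takes no account of the time of day. The lowest was *Pdp1* (3L, 7807437 to 7860469), which was higher at 29°C than at 18°C at all 6 time points (log2 change 0.51; exact permutation p = 0.0152, adjusted 0.121; limma, adjusted p = 0.067). With the time point as a block, this *Pdp1* change passed in limma (adjusted p = 0.0366), so its call depends on the model.

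To find transcripts that cycle over the day, a 24 h rhythm was fitted at each temperature. At an adjusted limma p under 0.05, 12 rows were rhythmic at 18°C, 15 at 25°C and 9 at 29°C. At an unadjusted p under 0.05 the numbers were 669, 725 and 423, where 442 are expected from uniform p-values. Other orders of the time points gave medians of 666, 519 and 254, and as many rows as the true order were given by 30, 1 and 12 of 60 orders. Fitting each temperature by its own 6 libraries gave 5, 42 and 20 rows. A JTK-type exact permutation p under 0.05 together with a maximum over 1.5 times the minimum gave 132, 164 and 156 rows. The study used this kind of criterion on replicated time points with another scaling and filter, so the counts are not comparable with it. Without the condition on amplitude there were 148, 199 and 192, where chance gives 147. These counts were compared with those from other orders of the time points. At 18°C, 9 of the 60 distinct orders of the 6 time points gave at least as many rhythmic rows in limma as the true order, at 29°C 18 of 60, and at 25°C only the true order did (1 of 60). A rhythm common to the 3 temperatures was found in 44 rows, and no other order gave as many (1 of 60).

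Across temperatures, 28 rows were rhythmic in at least 1, and *CG34134* was the 1 row rhythmic at all 3. By the JTK-type test with the amplitude condition, 96.8% of 438 rows were called at a single temperature and 0 at all 3. A call at one temperature and not at another does not by itself show a difference, so the difference in rhythm was tested directly. It was significant in 0 of 8846 rows (434 at an unadjusted p under 0.05, where chance gives 442; in limma the lowest adjusted p = 0.0549). In simulated values the same test recovered 21.2% of rows that cycled 4-fold at 1 temperature only.

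*CG34134* (2L, 8190297 to 8190781) had the lowest rhythm p at 25°C and 29°C. Its fitted peak was at ZT 0.157 h at 18°C, 21.8 h at 25°C and 21.5 h at 29°C, with peak-to-trough log2 amplitudes of 2.53, 4.22 and 3.32 (limma, adjusted p = 0.00062, adjusted p = 4.4e-08 and adjusted p = 7.2e-06). At 18°C the lowest p belonged to *CG30109* (2R, 13557587 to 13558253; amplitude 5.41, peak 13.0 h, limma, adjusted p = 6.9e-05). *CG34134*, the neighbour *CG30108* (2R, 13556900 to 13557505), *tim-L/M/cold* and *sxe2* (3R) followed. At 25°C *Cpr72Ec*, *vri*, *CG17386* (2R) and *tim-L/M/cold* followed *CG34134*, and at 29°C *Cpr72Ec*, *CG7214*, *Cpr97Eb* (3R) and *CG4000* (3R).

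Of the 8 clock genes, adjustment over the list gave a limma p under 0.05 for 3 at 18°C (*tim*, *per*, *vri*), 5 at 25°C (*tim*, *per*, *cry*, *vri*, *Pdp1*) and 2 at 29°C (*tim*, *vri*). With adjustment over all rows these numbers were 1, 3 and 1. The rhythm differed between temperatures for 3 of the 8 by the list-adjusted limma p: *tim-L/M/cold* (0.00125), *vri* (0.00125) and *Pdp1* (0.00463). None of the 3 passed over all rows, and in a permutation of the temperatures within time points on values centred per temperature the p of *tim-L/M/cold* was 0.103, of *vri* 0.00103 and of *Pdp1* 0.0144 (adjusted over the list: 0.206, 0.00823 and 0.0384). *per* had a permutation p of 0.00592 (adjusted 0.0237) and a list-adjusted limma p of 0.0686.

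**Figure D3:**
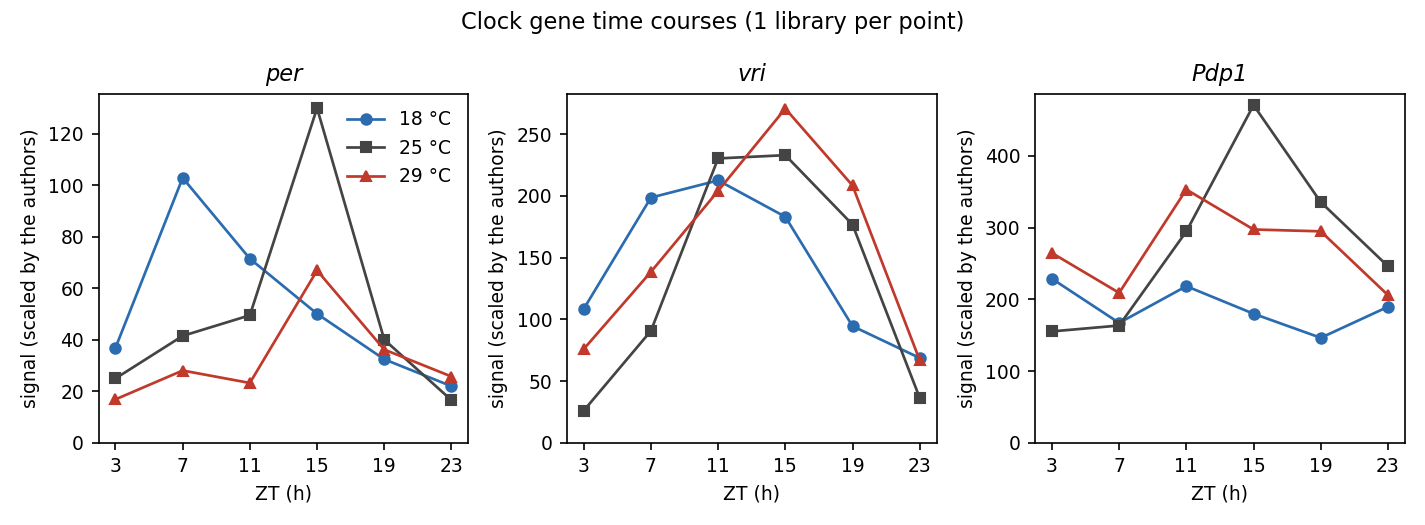
Signal of *per*, *vri* and *Pdp1* (vertical axes) against circadian time in hours at 18°C (circles), 25°C (squares) and 29°C (triangles), 1 library per point. The highest *per* value falls at ZT7 at 18°C (103) and at ZT15 at 25°C (130) and 29°C (66.9).

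Since the phase of the clock was a question of the study, fitted peak times of *tim*, *per* and *vri* were compared. The peak of *tim-L/M/cold* was at 11.8 h at 18°C and 15.4 h at 25°C and 29°C. *per* (X, 2579613 to 2586813) peaked at 9.59 h (18°C), 13.4 h (25°C) and 15.8 h (29°C), and *vri* (2L, 5299647 to 5310625) at 10.6, 13.9 and 13.9 h. The mean difference of the 3 genes between 18°C and 25°C was -3.56 h, with each gene earlier at 18°C (-3.55, -3.81 and -3.31 h). The highest measured value of *per* fell at ZT7 at 18°C and ZT15 at 25°C, and that of *vri* at ZT11 and ZT15. That of *tim-L/M/cold* fell at ZT15 at both temperatures, so its highest value did not move while its fitted peak did. Its measured values at ZT3 and ZT7 were higher at 18°C (115 and 279) than at 25°C (63.0 and 147). At each later time point they were lower at 18°C, with 141 against 406 at ZT19. Exchanging the temperatures within time points gave an exact permutation p of 0.0625 (two-sided; 0.125 adjusted over the 2 comparisons), so the advance did not pass the threshold. The smallest p of this test is 0.0312, and given the p of the second comparison, an adjusted p under 0.05 was out of reach. Between 29°C and 25°C the mean difference was 0.801 h (exact permutation p = 0.469), and it changed sign when *Pdp1* and *cwo* were added (-0.566 h, p = 0.812).

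Finally, genes that shift between 3′ ends, as *tim* does, were looked for between 29°C and 18°C. Of 497 genes with at least 2 ends, 40 shifted at an adjusted p under 0.05 by diffSplice in limma (84 at an unadjusted p under 0.05). At the adjusted threshold, the filter moved this number most, to 28 genes with a value of at least 10 in every library. The lowest p belonged to *14-3-3zeta* (2R). Its end at the shorter transcript (5988541 to 5995200) fell from 41.0% ± 3.4 of the gene's signal at 18°C to 28.9% ± 3.9 at 25°C and 23.02% ± 2.65 at 29°C (n = 6; limma, adjusted p = 4.4e-06). In *CG32425* (3L) the shorter transcript (20490423 to 20504158) fell from 89.3% ± 3.3 to 77.4% ± 7.1 and 62.8% ± 7.5. In *CG3262* (2L) that of 22239916 to 22240978 fell from 96.1% ± 3.3 to 82.9% ± 8.8 and 74.3% ± 4.3. *tim* had the fourth lowest p (limma, adjusted p = 5.3e-05). In *Lmpt* (3L) the transcript from 16858395 to 16915587 fell from 68.2% ± 8.0 to 53.8% ± 3.5 and 42.6% ± 8.2 (limma, adjusted p = 0.000326).

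**Figure D4:**
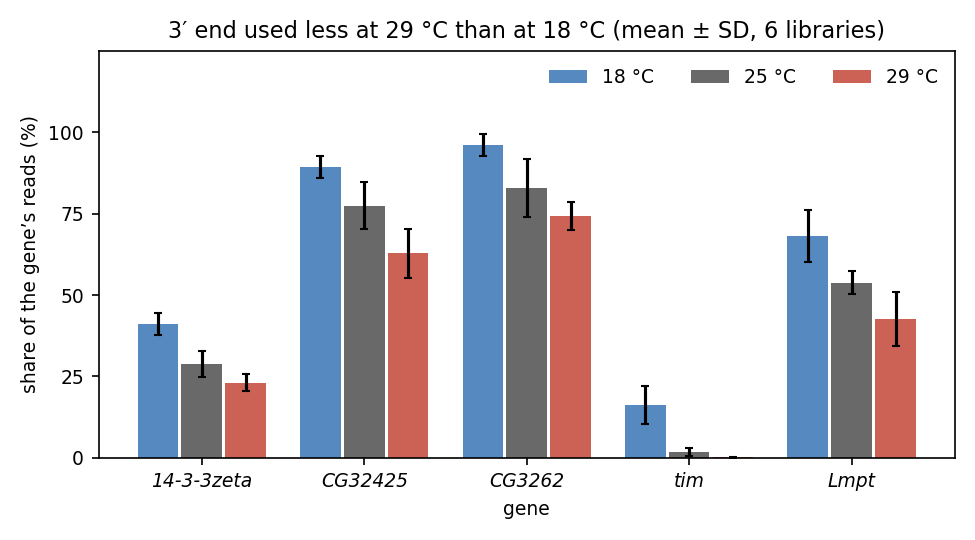
Share of a gene's signal in percent (vertical axis) at the 3′ end used less at 29°C than at 18°C, for the 5 genes with the lowest p (horizontal axis); bars are means of the 6 libraries of a temperature and error bars are SD. In each gene the mean share falls from 18°C to 25°C and on to 29°C, for *14-3-3zeta* from 41.0% to 23.02%.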

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

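Each test of an explanation in this part was chosen only after the values it concerns were seen.

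In 6 of 138 groups of 6 libraries, 1 library stood apart from the other 5: its gap to the nearest of them, divided by the range of the group, was above the 95% critical value of Dixon's test for 6 samples. Chance alone gives 6.9 such groups of 138, so their number is no more than chance gives. At 25°C, *cry* was lowest at ZT19 (ratio 0.648), at 16.6 against 49.7 to 89.0 in the others. The yolk protein share at 25°C was lowest at ZT15 (ratio 0.725), at 4.76% against 7.53% to 8.57%. *CG30108* and its neighbour *CG30109* were highest at ZT15 at 25°C (ratios 0.852 and 0.700), both at 93.2 against 23.6 to 29.0 and 20.98 to 33.0. At 18°C, the *CG3262* end at 22239916 to 22240978 was highest at ZT23 (ratio 0.706; 197 against 139 to 154), and *CG4000* was lowest at ZT11 (ratio 0.684; 3586 against 4340 to 4739). Counting error of that library was tested for the 5 of these that are single genes. The 95% Poisson interval of the value reached the range of the other libraries in 0 of 5. The values were picked for lying apart and libraries of different hours differ by more than counting error, so this does not tell the explanations apart. Of the 6 groups, 3 concern the 25°C library at ZT15, the one with the fewest reads. With 1 library per temperature and time point, a fault of that library cannot be told apart from a real change at that hour, and no biological explanation was tested.

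The rhythm of 3 of the 8 clock genes differed between temperatures in limma after adjustment over the list: *tim-L/M/cold* (adjusted p = 0.00125), *vri* (adjusted p = 0.00125) and *Pdp1* (adjusted p = 0.00463). The fitted peak-to-trough log2 amplitudes at the 3 temperatures, from the coldest, were 2.51, 2.84 and 1.70 for *tim-L/M/cold*, 1.69, 3.41 and 2.03 for *vri* and 0.32, 1.56 and 0.56 for *Pdp1*. Chance was tested by exchanging temperatures within time points. The permutation p was 0.103 for *tim-L/M/cold*, so its difference cannot be told apart from chance by this test, while it was 0.00103 for *vri* and 0.0144 for *Pdp1* (0.00823 and 0.0384 adjusted over the list). The values were centred per temperature first, which makes these permutations approximate. The shallow 25°C library at ZT15 was tested by leaving that time point out at all temperatures. The list-adjusted limma p became 0.0805 for *Pdp1*, 0.00304 for *vri* and 0.0014 for *tim-L/M/cold*. Leaving out ZT3 gave 0.065 for *Pdp1*, 0.0535 for *vri* and 0.00369 for *tim-L/M/cold*, and leaving out each of the other 4 time points left all 3 past the threshold. The loss for *Pdp1* is thus not particular to ZT15, and a fault of that library cannot be told apart from the loss of 3 of the 18 libraries. The difference of *tim-L/M/cold* passed in limma and not in the permutation. That of *vri* passed in both but not without ZT3, and its adjusted limma p over all 8846 rows was 0.251, so an effect of temperature on the rhythm of *vri* remains a hypothesis.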

How the results depend on the processing

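The tests in this part were set before any result was seen, except the alternatives named in the next sentence. The alternatives were chosen before the data were examined, apart from the pseudocount of 5, the pseudocount of 0.25 for counts of genes, library weights, 1 row per gene, merging of identical rows only, all repeats kept, median-of-ratios factors for rhythms, library size for 3′ end use, and the *roX* covariate. Keeping all repeats was the row choice of the original design, and it became an alternative once merging was chosen. The negative-binomial Wald test and the trimmed mean (TMM) scaling were not run, because the values are not counts.

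For the 19 results that answer a comparison, 221 alternative values were computed. Of these, 19 come from tests too small for a single gene or phase difference to pass, and their unchanged calls show no stability: 12 leave-one-out fits of the phases, and 7 fits of the clock gene levels (leave-one-out or sign-flip, adjusted over 8 genes). Of the other 202, 155 kept their direction and their side of the threshold (for counts, stayed within 1.5 times the main count), 14 were weaker, 1 reversed and 32 counts moved further. For counts this rule looks at the size only. Scaling by library size alone is tallied as kept for the rows that differ between temperatures, although it reversed the balance of higher and lower rows in each contrast. For the gene sets, the phases and the *tim* levels, the side was that of the unadjusted exact permutation p. By it the fall of *tim-sc* from 25°C to 29°C passed (0.0303), although it did not after adjustment (0.0606). For the 38 named genes and ends there were 534 alternative values. Of these, 53 only moved the threshold on genes already chosen past it and show no stability. Of the other 481, 467 kept direction and side and 14 were weaker, 9 of them from leaving out a time point. Genes named for 29°C against 25°C hold 12 of the 14: *CG34456* 6, *CG13044* 2, *Cda4* 2 and *Lsp1beta* 2.

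The reversed value is the clock phase at 29°C minus 25°C, 0.801 h with 3 genes and -0.566 h with *Pdp1* and *cwo* added (p = 0.812 by exact permutation). It is not past the threshold either way. The added genes have fitted differences of -2.24 h (*Pdp1*) and -2.94 h (*cwo*), and neither had a rhythm at 29°C after adjustment over the list (limma, adjusted p = 0.287 and adjusted p = 0.857). The value with 3 genes rests mostly on *per* (2.40 h, against 0.0569 h for *tim-L/M/cold* and -0.0148 h for *vri*). *per* also had no rhythm at 29°C after that adjustment (limma, adjusted p = 0.183), so neither value is firm. The phase at 18°C minus 25°C stayed negative in every alternative run, from -4.18 to -3 h. With a time point left out the smallest p of this test is 0.0625, so the 6 leave-one-out fits of each phase difference could not pass the threshold and show only the direction.

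The cuticle set at 18°C against 25°C depended on the processing. Its difference of 0.48 was 0.31 with library size only (exact permutation p = 0.232), a move that matches the shift of the median of all rows by -0.17 under that scaling. It ran from 0.39 to 0.58 across the 6 leave-one-out fits (exact permutation p = 0.0397 to 0.159). The ribosomal protein set at 29°C against 25°C ranged from 0.14 to 0.24 when time points were left out (exact permutation p = 0.0159 to 0.0794). The fall of *tim-sc* from 25°C to 29°C ranged from -2.26 to -1.37 (exact permutation p = 0.0159 to 0.0952). The causes of the changes with left-out time points were not tested. The protein folding set and *tim-sc* at 18°C against 25°C kept their direction and their side of the threshold in each alternative run.

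Using the time point as a replicate block was tried although the flies of a time point differ between temperatures. Deviations from the temperature mean correlated by 0.0291 between libraries of the same time point and by -0.00582 between others, averaged over all rows. With the replicate block, 1032, 237 and 2120 rows differed for 18°C against 25°C, 29°C against 25°C and 29°C against 18°C, of which 934, 178 and 2002 were shared with the main counts, and 1 of the 32 splits gave as many rows in each. The 3′ end use count was 37, with 35 shared. Among the clock genes, *Pdp1* at 29°C against 18°C (log2 change 0.51, higher at 6 of 6 time points) passed in limma with the replicate block (adjusted p = 0.0366) and not without it (adjusted p = 0.067). By exact sign-flip permutation, whose smallest p is 0.0312, the cuticle set (0.48) had p = 0.0625 and *tim-sc* at 29°C against 25°C (-1.71) had p = 0.0625. The share of *tim-sc* among all *tim* reads in that comparison also had p = 0.0625 by this sign-flip permutation, and so did not pass.

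For the counts of rows that differ between temperatures, asking for a change over 2-fold gave 198 (18°C against 25°C), 41 (29°C against 25°C) and 676 (29°C against 18°C), and keeping all repeats gave 2044, 332 and 4263. Library weights raised the count of 29°C against 25°C to 303. Leaving out a time point gave 725 to 831, 49 to 155 and 1730 to 1879 rows, and the 49 rows are those without ZT15, whose 25°C library has the fewest reads. Without ZT19, 78 rows differed between 29°C and 25°C. Counts under the remaining filters, scalings and pseudocounts stayed within 1.5 times the main count. The causes were not tested.

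The rhythm counts moved most with the threshold. An unadjusted p under 0.05 gave 669, 725 and 423 rows (18°C, 25°C, 29°C), 766 for the common rhythm and 434 for a difference, and a maximum over 1.5 times the minimum in addition left 665, 702 and 409. The JTK-type exact permutation test with that amplitude gave 132, 164 and 156. With only the 6 samples of a temperature 5, 42 and 20 rows passed the adjusted threshold. Library weights gave 29 rows at 29°C, 80 for the common rhythm and 2 for a difference. With all repeats kept there were 23 rows at 18°C, 54 at 25°C, 12 at 29°C, 93 for the common rhythm and 3 for a difference. The count of 0 for a difference (434 unadjusted) also became 2 with a value of at least 10 in every sample and 2 with a pseudocount of 5. The causes were not tested. In simulated values with 6 libraries per temperature, 4-fold rhythms present at 1 temperature were recovered as differences in 21.2% of rows.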

Other observations

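The tests in this part were chosen only after the result was seen, except the counts of other splits; the *roX* genes were picked after the yolk protein values were seen and before their own changes were.

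Other splits of the libraries were made by exchanging temperatures within time points, which gives 32 splits of 6 against 6 libraries. The real one alone gave as many differing rows: 1 of 32 splits for 18°C against 25°C (959 rows, next largest 185), 1 of 32 for 29°C against 25°C (182, next 15), 1 of 32 for 29°C against 18°C (2044, next 631), and 1 of 32 splits for genes that shift between 3′ ends (40, next 1). For rhythms the splits are the 60 distinct orders of the 6 time points. As many rhythmic rows were given by 9 of 60 orders at 18°C, by 1 of 60 at 25°C, by 18 of 60 at 29°C and by 1 of 60 for the rhythm common to the temperatures (44 rows, next 14). The other orders gave a median of 3 rows at 18°C and 1 row at 29°C, and at most 48 and 47. The 12 and 9 rows are thus more than most orders give but are not extreme among them. For a difference in rhythm, temperatures were shuffled within time points. With 0 rows past the adjusted threshold, all 100 of 100 shuffles had to give as many, so that count tests nothing. For the 434 rows at an unadjusted p under 0.05, 44 of 100 gave as many. The values were not centred per temperature here, so differences in level entered the shuffled counts, which reached 2127 rows. These shuffles therefore cannot tell how many rows chance gives without a difference in rhythm.

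The yolk protein genes fell with temperature. From 18°C to 29°C, *Yp1*, *Yp2* and *Yp3* had log2 changes of -1.21, -2.24 and -2.43, each lower at 6 of 6 time points (exact permutation p = 0.00433, 0.00216 and 0.00216, two-sided; 0.00722, 0.00541 and 0.00541 adjusted over 15 tests). A candidate explanation is a smaller share of females among the heads at the warmer temperatures. It predicts a rise of the male-specific RNAs *roX1* and *roX2*. Both rose, by 0.89 and 3.34 on the log2 scale at 6 of 6 time points, with exact permutation p-values of 0.0108 and 0.00216 (0.0162 and 0.00541 adjusted). In the 18°C libraries against those of 25°C, *Yp2* and *Yp3* were higher at 6 of 6 time points (exact permutation p = 0.00216 each, adjusted 0.00541). There *roX2* was lower at 18°C (log2 change -1.97, exact permutation p = 0.0325, adjusted 0.0406). *roX1* was not firmly lower (-0.60, higher at 3 of 6 time points, exact permutation p = 0.143). A change in share alone would move both *roX* genes alike, but from 18°C to 29°C *roX2* rose by 2.453 more than *roX1* (exact permutation p = 0.00216), so a change in share may be a part of the cause and is not the whole. Of 4 genes taken as male-biased in heads, 2 rose, with a median change of 0.23 on the log2 scale (0.226): *to* -0.62, *Obp99b* -0.02, *Cyp4d21* 0.47 and *sxe2* 1.53. Within temperatures, the yolk protein signal and the *roX* signal should move oppositely if the share of females varied. The correlation of their deviations over the 18 libraries was r = -0.246 (permutation p = 0.492; rho = -0.124, p = 0.668; r = -0.379 without the 2 farthest libraries), and r = -0.247, -0.398 and -0.116 at the 3 temperatures from the coldest (permutation p = 0.649, 0.326 and 0.751; all 1 when adjusted over 8 tests). Without the 2 farthest libraries these became -0.432, 0.882 and -0.093, and rho was -0.257, -0.0286 and -0.0857, so the within-temperature test leaves the question open. A different share of females does not explain the whole pattern, and whether it is a part of the cause cannot be told from these tests.

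The same explanation was put to the temperature differences as a whole. With the log2 sum of *roX1* and *roX2* as a covariate, 758, 167 and 1434 rows differed for 18°C against 25°C, 29°C against 25°C and 29°C against 18°C. Of the 2044 rows of the last contrast, 1315 (64.3%) were still called. The covariate itself changes with temperature and is mostly *roX1*, so lost calls can be lost precision, and this count does not show how many of the differences follow the share of females. Depth was also tested: it did not differ between 29°C and 18°C (exact permutation p = 0.342), although the 29°C libraries spanned a wide range.

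In *tim* the end used more at 29°C lies farther downstream. A general shift to the distal end was tested as a hypothesis among genes with 2 ends at separate positions. The distal end rose in 16 of 27 genes that shifted (59.3%, two-sided binomial p = 0.442) and in 205 of all 376 (54.5%, p = 0.0887; 0.177 adjusted over 2 tests), so no general direction was found.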
